A study of Mus musculus with 17 samples.

How the data were processed

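RNA was measured by sequencing in 17 libraries of microvessels isolated from mouse cerebral cortex. The mice were wild type (WT) or carried the APP/PS1 transgenes of an amyloid model of Alzheimer's disease, and were 10 to 11 months old. Each mouse received 10 mg/kg of a peptide by intraperitoneal injection at intervals of 2 days for 2 weeks, per the labels' protocols. The peptide was gp91-ds-tat, an inhibitor of the NADPH oxidase NOX2, or sgp91-ds-tat, which the labels give as the control. The labels write the genotype as APP, and the design text of the series names the mice APP/PS1. The sample labels write the peptides as NOX2 and SC; NOX2 was taken as the inhibitor and SC as the control peptide. This gave 4 groups: 5 libraries of WT with control peptide (WT_SC), 5 of WT with inhibitor (WT_NOX2), 2 of APP/PS1 with control peptide (APP_SC) and 5 of APP/PS1 with inhibitor (APP_NOX2). Replicates were numbered within a group in the order of the samples, and these numbers pair no libraries.

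Microvessels were collected by centrifugation through dextran, RNA was extracted on columns, and libraries were made after depletion of ribosomal RNA with a stranded mRNA kit, per the labels' protocols. The authors deposited a table of raw counts per Ensembl gene, with 42687 genes and whole numbers that sum to a different total in each library. The aligner, the counting tool, the genome build, the annotation and any filter were not stated in the labels. Because the counting tool was not stated, the treatment of reads that match several genes, such as a pseudogene and its parent gene, is unknown, and the counts of such genes are uncertain. The table held 20 further columns of values whose names matched no sample, and these were not used here. Gene IDs were given symbols from the annotation GENCODE vM21: 42250 IDs matched a symbol and 437 did not. The neighbours of a gene were read from the RefSeq annotation of assembly GRCm38.p6, and no coordinates are given because the build behind the counts is not known. Mitochondrially encoded genes were not analysed here.

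Total counts per library were between 7316503 and 17862965, with a median of 11342154. The smallest level a library could show was taken as 3 counts, which is 0.174 to 0.390 CPM (counts scaled to the library size) over the libraries. Intervals for shares of counts are 95% Wilson intervals, and intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. All 136 pairs of libraries were compared and 0 held identical values. Within groups, the chi-square per degree of freedom of a pair was between 5.28 and 92.8, so no library was a repeat of another within sampling noise, and each library was counted as 1 replicate.

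Genes were kept with the filterByExpr function of edgeR, which left 18753 genes. Counts were scaled by TMM and tested with edgeR's quasi-likelihood F test, with p-values adjusted over genes by the Benjamini-Hochberg method and a threshold of 0.05. Levels are CPM on TMM-scaled library sizes, and levels on the log2 scale were computed with a prior count of 2. A model with 1 mean per group gave the effect of genotype with each peptide, the effect of inhibitor in each genotype, and the interaction, which is the difference between the inhibitor effects in APP/PS1 and WT. An additive model of genotype and peptide gave the effect of genotype over both peptides and of inhibitor over both genotypes. All 17 libraries entered each model, because the group of APP/PS1 mice with control peptide has 2 libraries and the groups then share an estimate of dispersion. The labels give no batch, sex or pairing, so no covariate was used. Standard errors of log2 changes were computed from the estimate and its F statistic.

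For 17 gene sets written from general knowledge before the data were examined, limma's camera was run on the edgeR object with an inter-gene correlation of 0.01, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 17 sets and 7 comparisons. The transgene check compared mean log2 CPM between the genotypes by an exact permutation test, two-sided. The relation between the genotype effect and the inhibitor effect was described by correlations over genes, with no p-value since genes are not independent.

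The genes named were chosen by a rule fixed before the data were examined. The rule names genes fixed in advance, App, Prnp and Cybb among them. It also names, for each comparison, the 3 genes with the smallest adjusted p-value among those higher and the 3 among those lower past the threshold, or the gene with the smallest p-value where none passed. It adds up to 5 genes of the study-related lists with a p-value under 0.05 adjusted over the lists alone. Any other gene named was chosen after its values were seen, and is said to be. Some genes that the rule selects are not reported here.

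The alternatives, fixed before the data were examined, were the DESeq2 size factors in edgeR, the DESeq2 Wald test, limma's voomWithQualityWeights, no filter, a filter of 10 counts in every library, only the groups compared, an averaged contrast in place of the additive model, covariates (the mean level of neuron markers, the level of Xist, or 1 surrogate variable from sva), other gene set tests, and leaving out each library in turn. Covariates made from microglia markers and from choroid plexus genes were added after the data were seen.

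The tests were first run on simulated counts in which 200 genes had a log2 change of 1. With 2 against 5 libraries, edgeR recovered 95 of the 200 genes with 4 false calls. With 5 against 5 libraries, edgeR recovered 148 of the 200 genes with 8 false calls. In simulated gene sets camera found 10 of 10 changed sets and called 0 of 50 unchanged sets. When the real libraries were split into other groups, the median number of sets past the threshold was between 5 and 6 in each comparison so split. The 0 of 50 therefore does not give the rate of false calls of gene sets in these libraries. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0.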

Results

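Gene expression was measured in isolated cortical microvessels of WT and APP/PS1 mice given a NOX2 inhibitor peptide or a control peptide. NOX2 is a superoxide-producing NADPH oxidase whose catalytic subunit is encoded by Cybb, and the peptide gp91-ds-tat blocks its assembly. The series title names vascular oxidative stress and the arrest of neutrophils in brain capillaries. The comparisons therefore address which genes differ by genotype, which respond to the inhibitor, and whether the response differs between genotypes. Total counts, in M (mega), averaged 11.6 M ± 3.60 (SD, n = 5) in WT with control peptide and 11.5 M ± 2.90 (SD, n = 5) in WT with inhibitor. They averaged 14.3 M ± 2.76 (SD, n = 2) in APP/PS1 with control peptide and 12.4 M ± 2.21 (SD, n = 5) in APP/PS1 with inhibitor. A pair of ribosomal RNA-linked noncoding genes, Gm26917 and Gm42418, took between 4.76% and 15.99% of the counts of a library. The libraries also held RNA of other brain cells. In WT_SC the scores (mean log2 CPM) of neuron, oligodendrocyte and astrocyte markers averaged 7.57, 7.43 and 7.45, against 8.13 for endothelial markers. The results therefore describe the preparation, not vessel cells alone.

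App, Prnp and Cybb were examined first, App and Prnp as a check of the genotype labels. App (ENSMUSG00000022892) averaged 2598 CPM ± 521 (SD, n = 7) in APP/PS1 libraries and 1598 CPM ± 279 (SD, n = 10) in WT libraries. The difference in mean log2 CPM was 0.69 (two-sided exact permutation test over 19448 splits, p = 0.000206). App ranged from 1897 to 3334 CPM in APP/PS1 and from 1262 to 2230 CPM in WT, so the ranges overlapped. Prnp (ENSMUSG00000079037), the gene whose promoter drives the transgenes in a widely used APP/PS1 line, averaged 1052 CPM ± 229 (SD, n = 7) in APP/PS1 and 423 CPM ± 64.6 (SD, n = 10) in WT. The log2 difference of Prnp was 1.30, with an exact permutation p of 5.14e-05, the smallest that the 19448 splits can give. Every APP/PS1 library, at 682 CPM or more, was above every WT library, at 555 CPM or less. Cybb (ENSMUSG00000015340) differed by 0.26 on the log2 scale (exact permutation p = 0.262). The difference of Cybb was within the spread between libraries. With Benjamini-Hochberg adjustment over these 3 genes, the permutation p-values were 0.000309 for App, 0.000154 for Prnp and 0.262 for Cybb.

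**Figure D1:**
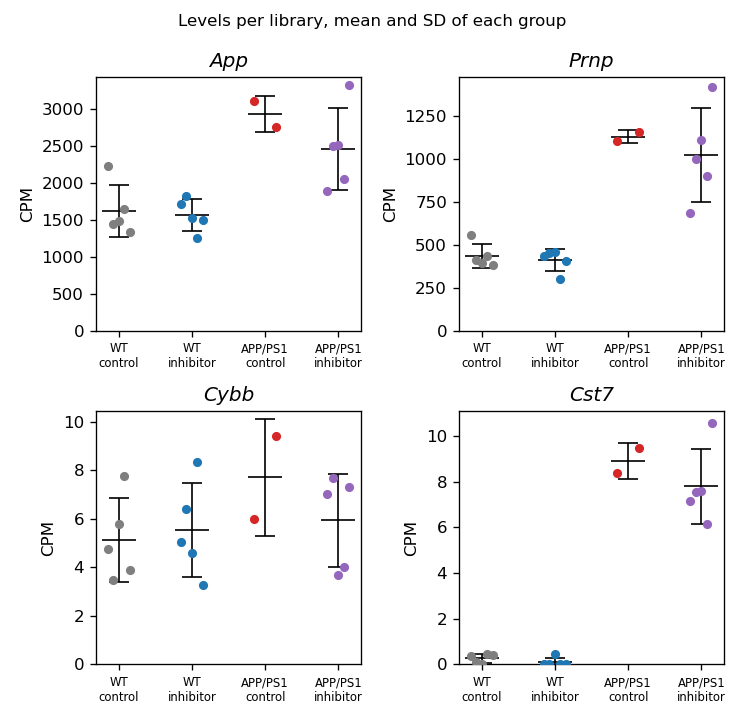
Levels of App, Prnp, Cybb and Cst7 in CPM on the vertical axes, in the 4 groups on the horizontal axes. Each point is a library, and the bars give the mean and SD of the group. Prnp and Cst7 are higher in all 7 APP/PS1 libraries than in all 10 WT libraries, whereas the ranges of App and of Cybb overlap.

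The effect of genotype was tested over both peptides in the additive model. Of 18753 genes tested, 110 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 105 higher and 5 lower in APP/PS1. The count moved most under the added microglia covariate, to 12 genes, with Prnp and App not among them. At an unadjusted p under 0.05, 1197 genes were found, where 938 are expected by chance. The 7 APP/PS1 libraries lay wholly to one side of the 10 WT libraries for 51 of the 18753 genes, where chance gives 0.0103% of genes, or 1.93. Of these 51 genes, 47 were among the 110.

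The gene with the smallest adjusted p was Lamr1-ps1 (ENSMUSG00000081229), a pseudogene of the ribosomal protein gene Rpsa and the neighbour of Prnp in assembly GRCm38.p6. It averaged 4.94 CPM ± 0.645 (SD, n = 7) in APP/PS1 libraries, whereas no WT library had more than 2 counts. Taken against the floor of 3 counts, its level was at least 18.002-fold higher in APP/PS1 (edgeR quasi-likelihood adjusted p = 1.50e-09). The level of this pseudogene is uncertain, since reads can be shared with its parent gene. Rpsa was at 59.6 to 107 CPM in WT libraries and 70.8 to 111 CPM in APP/PS1 libraries. WT libraries thus had Rpsa reads but at most 2 counts of Lamr1-ps1. This argues against Rpsa reads as the source of the counts in APP/PS1. Cst7 (ENSMUSG00000068129) had a log2 change of 5.51 ± 0.36 (SE, edgeR adjusted p = 1.98e-08). Its level was 8.12 CPM ± 1.49 (SD, n = 7) in APP/PS1 and 0.177 CPM ± 0.210 (SD, n = 10) in WT. Taken against the floor of 3 counts, the mean level of Cst7 was 29.6-fold higher in APP/PS1. Clec7a (ENSMUSG00000079293) had a log2 change of 2.56 ± 0.20 (SE, edgeR adjusted p = 2.30e-07). Itgax (ENSMUSG00000030789), Trem2 (ENSMUSG00000023992) and C4b (ENSMUSG00000073418) had log2 changes of 3.14, 1.37 and 1.14, with edgeR adjusted p-values of 1.15e-06, 3.79e-06 and 2.19e-05. Prnp and App passed in this model as well, with log2 changes of 1.33 and 0.73 and edgeR adjusted p-values of 3.79e-06 and 0.00631. Among the 5 lower genes, Zfp46 (ENSMUSG00000051351) had a log2 change of -0.47 (edgeR adjusted p = 0.0325).

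With control peptide alone, 10 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all higher in APP/PS1, and 745 had an unadjusted p under 0.05. This comparison rests on 2 APP/PS1 libraries, and 2 of the 21 splits of these 7 libraries, the real one included, gave as many genes. With inhibitor, 34 genes passed, 33 higher and 1 lower, and 634 had an unadjusted p under 0.05. All 10 genes found with control peptide were among the 34 found with inhibitor, and all 34 were among the 110. Lamr1-ps1 had log2 changes of 6.27 with control peptide and 6.79 with inhibitor, and Cst7 of 4.96 and 6.33. These sizes are uncertain, because WT libraries had at most 2 counts of Lamr1-ps1 and 6 of Cst7. In APP/PS1 itself, Cst7 averaged 8.93 CPM with control peptide and 7.80 CPM with inhibitor. Clec7a had log2 changes of 2.82 and 2.39, and Itgax of 3.41 and 2.96. Tyrobp (ENSMUSG00000030579) had a log2 change of 1.54 with control peptide and an edgeR adjusted p of 0.0830 over all genes, against 0.00143 over the study-related lists. The different numbers of genes in the 2 comparisons do not show a difference in effect, which the interaction tests.

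**Figure D2:**
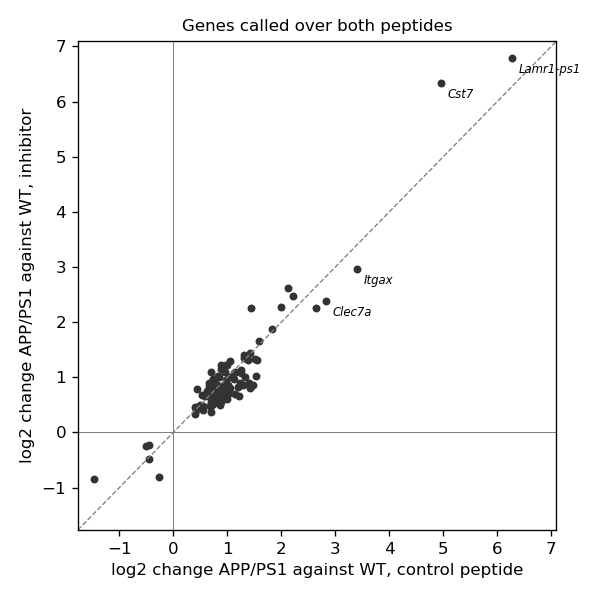
The log2 change between APP/PS1 and WT with control peptide on the horizontal axis and with inhibitor on the vertical axis, for the 110 genes called over both peptides. Each point is a gene and the dashed line marks equal changes. The 105 higher genes average 1.10 with control peptide and 1.05 with inhibitor.

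The inhibitor effect was tested within each genotype. In APP/PS1, 0 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 338 had an unadjusted p under 0.05. In WT, 0 genes passed and 252 had an unadjusted p under 0.05. Over both genotypes, 0 genes passed and 396 had an unadjusted p under 0.05. Each of these counts was below the 938 genes expected by chance, as were the 745 and 634 genes of the genotype comparisons with control peptide and with inhibitor, in which genes were called. The gene with the smallest p was A530013C23Rik (ENSMUSG00000006462) in APP/PS1 and over both genotypes, with log2 changes of 1.56 and 0.92, and it did not pass in either (edgeR adjusted p = 1.00 in both). In WT it was Gm3636 (ENSMUSG00000091754), with a log2 change of -1.12, and it did not pass (edgeR adjusted p = 1.00). Cybb had log2 changes of -0.35 ± 0.34 (SE) in APP/PS1 and 0.09 ± 0.28 (SE) in WT with inhibitor, neither past the threshold.

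The interaction asks whether the inhibitor effect differs between genotypes. It gave 0 genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test and 158 with an unadjusted p under 0.05. The smallest p belonged to Gm14093 (ENSMUSG00000087158), with a log2 difference of -1.44 (edgeR adjusted p = 1), which did not pass. Among the 110 genes called for genotype, 1 had an unadjusted interaction p under 0.05, and 0 passed after adjustment over those genes. The 105 higher genes changed with inhibitor in APP/PS1 by -0.10 on the log2 scale on average, and 75 of them fell. Of these 105 genes, 0 had an unadjusted p under 0.05 for the inhibitor effect in APP/PS1. In WT the same genes changed with inhibitor by -0.04 on average, in the same direction.

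Over 18753 genes, the genotype effect with control peptide and the inhibitor effect in APP/PS1 had a Pearson correlation of -0.57 and a Spearman correlation of -0.56. Genes are not independent replicates, and both effects use the same 2 APP/PS1 libraries with control peptide. When 1 of these libraries entered each effect, the Pearson correlation was 0.17 either way round, and its sign was reversed. In simulated counts with no effect, the shared libraries gave a Pearson correlation of -0.70 and separate libraries gave 0.01.

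Of the study-related lists, written before the data were examined, 117 genes were tested. For genotype over both peptides, 16 passed with edgeR's Benjamini-Hochberg adjustment over all genes and 19 with adjustment over the lists alone. With control peptide these counts were 4 and 14, and with inhibitor 9 and 15. For the inhibitor effects and the interaction they were 0 and 0, with 1 gene in APP/PS1, 4 genes in WT, 1 over both genotypes and 0 for the interaction at an unadjusted p under 0.05.

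Over 17 gene sets and 7 comparisons, 33 tests passed by limma's camera with Benjamini-Hochberg adjustment. With the inter-gene correlation estimated in place of fixed, 9 passed, and with the rotation test fry 7 passed. All that passed in either setting were genotype effects on the plaque-associated microglia genes, the microglia markers or the NADPH oxidase subunits. No inhibitor effect or interaction passed in either of these settings. For genotype over both peptides, the plaque-associated microglia genes were higher in APP/PS1 by a mean of 1.03 on the log2 scale (20 of 21 genes higher, camera adjusted p = 6.80e-68). The microglia markers were higher by 0.68 (6 of 6 genes higher, camera adjusted p = 2.51e-22). The NADPH oxidase subunits were higher by 0.31 (8 of 10 genes higher, camera adjusted p = 6.19e-05). These 3 sets passed in all 5 alternative settings and in all 17 fits that each left out 1 library. Of the NADPH oxidase subunits, Ncf1, chosen after its values were seen, passed on its own in edgeR, with a log2 change of 0.68 and an adjusted p of 0.00975. The neutrophil genes were higher for genotype over both peptides by 0.34 (7 of 9 genes higher, camera adjusted p = 0.000488), but passed in 3 of 5 alternative settings. With control peptide their mean was 0.84 (8 of 9 genes higher, camera adjusted p = 0.000444). With inhibitor it was -0.03 (4 of 9 genes higher), although camera gave an adjusted p of 0.0130 for higher levels. The difference between these effects, the interaction, was -0.87 and did not pass (camera adjusted p = 0.136). The score of these genes (mean log2 CPM) averaged 0.34 in WT_SC, against 0.23 in APP_SC replicate 1 and 1.53 in APP_SC replicate 2. The rise with control peptide therefore cannot be told apart from a high score in replicate 2. Over both peptides, 15 of 100 splits, the real one included, gave a camera p as small for this set. Without Csf3r and Itgam, chosen after their values were seen, the camera adjusted p was 0.737. With the added microglia covariate, the NADPH oxidase subunits were higher by 0.23 and their camera adjusted p was 0.471. The other 4 sets past the threshold over both peptides were the reactive astrocyte genes (mean 0.02, 7 of 11 genes higher, camera adjusted p = 8.41e-05), the immediate early genes (0.30, 15 of 16, 0.000380), the astrocyte markers (0.17, 5 of 6, 0.0419) and the erythroid genes (0.68, 3 of 3, 0.0224). A camera p as small was found in 5, 33, 21 and 17 of 100 splits for these sets, in the same order. Other splits of the libraries gave as many sets past the threshold in 19 of 100 splits, the real one included, for genotype over both peptides. No other split of the 100 gave a camera p as small for the plaque-associated microglia genes, the microglia markers or the NADPH oxidase subunits.

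With inhibitor in APP/PS1, the neutrophil genes were lower by a mean log2 change of -0.85 (1 of 9 genes higher, camera adjusted p = 0.00184), and passed in 2 of 5 alternative settings. The score of this set (mean log2 CPM) was 0.23 and 1.53 in the 2 APP_SC libraries, against -0.32 to 1.08 in APP_NOX2. The mean log2 change of the set was 0.53 without APP_SC replicate 2 and -1.19 without APP_SC replicate 1. Each of these fits left 1 library in APP_SC. The mean score of APP_NOX2, 0.145, was below both APP_SC libraries, and only 3 of the 9 genes had at least 10 counts in every library. The microglia markers were lower by -0.18 (0 of 6 genes higher, camera adjusted p = 0.0399), and passed in 2 of 5 alternative settings and in 2 of 5 fits that each left out 1 library. A camera p as small was found in 2 of 21 splits for the neutrophil genes and in 8 of 21 for the microglia markers. With inhibitor in WT, the endothelial adhesion molecules were higher by 0.61 (13 of 14 genes higher, camera adjusted p = 0.00167), and passed in 3 of 5 settings. Without the WT library with inhibitor that is replicate 2, the mean was 0.04 over the 13 genes then tested, against 0.40 over the same genes with all libraries, and the camera adjusted p was 0.156. In WT the oligodendrocyte markers were lower by -0.16 (0 of 7 genes higher) and the fibroblast markers higher by 0.24 (5 of 5). Each had a camera adjusted p of 0.00583 and passed in 3 of 5 settings. For the adhesion molecules, oligodendrocyte markers and fibroblast markers in WT, the settings that failed estimated or kept the correlation between genes. Camera with estimated correlation gave adjusted p-values of 0.695, 0.583 and 0.622, and the rotation test 0.983 for each. A camera p as small was found in 14 of 100 splits for the adhesion molecules, 5 for the oligodendrocyte markers and 12 for the fibroblast markers. Over both genotypes, the neutrophil genes (-0.32, 0 of 9 higher, camera adjusted p = 0.00302) and the oligodendrocyte markers (-0.14, 0 of 7 higher, camera adjusted p = 0.00583) were lower with inhibitor. They passed in 2 and 3 of 5 settings, and a camera p as small was found in 19 and 11 of 100 splits, in the same order. The inhibitor effect differed between genotypes for the adhesion molecules by -0.62 (camera adjusted p = 0.0118) and for the fibroblast markers by -0.33 (camera adjusted p = 0.00626). Each of these passed in 3 of 5 settings and failed with the rotation test and with the estimated correlation. Over the 15 fits that each left out 1 library, the adhesion molecules passed in 10 and the fibroblast markers in 13.

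**Figure D3:**
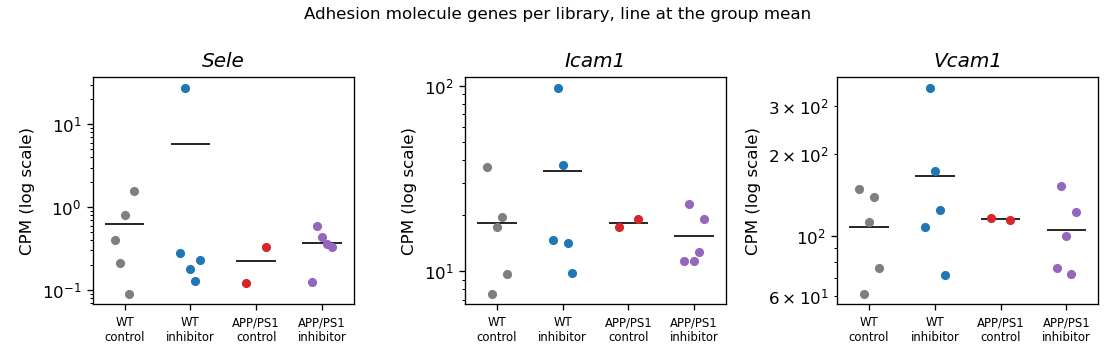
Levels of Sele, Icam1 and Vcam1 in CPM on log-scaled vertical axes, in the 4 groups on the horizontal axes. Each point is a library and the line is the group mean. The highest point of each panel is WT with inhibitor replicate 2, at 27.7, 97.6 and 350.0 CPM.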

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

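All tests of explanations in this part were chosen after the results were seen, except the counts over other splits of the libraries. Among 108 comparisons of a library with the rest of its group of 5, 7 stood apart by Dixon's ratio, above its 95% critical value of 0.71, where 5.4 are expected by chance.

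The score of the neutrophil genes (mean log2 CPM) stood apart in WT_NOX2 replicate 2, at 1.43 against -0.58 to -0.26 in the others (ratio 0.839). It also stood apart in APP_NOX2 replicate 1, at 1.08 against -0.32 to 0.07 (ratio 0.720). The blood-brain barrier genes were low in WT_NOX2 replicate 5, at 6.44 against 6.63 to 6.69 (ratio 0.758). The NADPH oxidase subunits were high in WT_SC replicate 4, at 2.08 against 1.73 to 1.82 (ratio 0.721). The ratios of total counts were 0.456 in WT_NOX2 and 0.207 in APP_NOX2, under the critical value. The libraries with high neutrophil scores were the largest of their groups, with 15271804 counts in WT_NOX2 replicate 2 and 14533239 in APP_NOX2 replicate 1. The largest library had the highest neutrophil score in 2 of the 4 groups, these 2. WT_SC replicate 1 and APP_SC replicate 1, with 17862965 and 16292707 counts, had a score of 0.23 each, number 4 of 5 and number 2 of 2 in their groups, which goes against library size. In WT_SC the ratio of total counts was 0.767, but the library apart there was replicate 1, against 9356110 to 11342154 counts in the others, which is itself one of the 7. The counts taken by Gm26917 and Gm42418 gave ratios of 0.506 in WT_SC, 0.286 in WT_NOX2 and 0.654 in APP_NOX2, none above the critical value. WT_NOX2 replicate 2, at 6.81%, and APP_NOX2 replicate 1, at 4.76%, had the lowest percent of their groups. The library with the lowest percent had the highest neutrophil score in the same 2 of 4 groups and not in the others, where it was again replicate 1, which goes against these counts as the cause. With the microglia marker score subtracted, replicate 4 of WT_SC still had the highest score of the NADPH oxidase subunits, but its own gap was 0.126 of the range. That comparison could not decide, since the subtraction also set replicate 1 low and so widened the range. The microglia marker score of replicate 4, at 4.91, was below that of replicate 1, at 5.16, whose score of the NADPH oxidase subunits was 1.73. A larger share of microglia RNA in replicate 4 was therefore neither shown nor excluded. No biological explanation was tested for the libraries that stood apart, since the labels give nothing that sets them apart from their groups, and 7 is near what chance gives. WT_NOX2 replicate 2 was also highest in Sele, Selp and Cxcl1, genes chosen after their values were seen. They were at 27.7, 10.8 and 9.47 CPM there, against at most 1.57, 1.16 and 1.35 CPM in the other libraries. Chance is therefore not shown to account for that library.

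Lamr1-ps1 and Cst7 stood apart in WT_NOX2 replicate 3 with a ratio of 1 each, because the other 4 libraries of the group had 0 counts. The level of Lamr1-ps1 was 0.180 CPM there, under the floor of 0.269 CPM, and that of Cst7 was 0.449 CPM. The values in APP/PS1 libraries were 3.94 CPM or more for Lamr1-ps1 and 6.17 CPM or more for Cst7.

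The inhibitor effect on the endothelial adhesion molecules differed between genotypes by -0.62 on the log2 scale (camera adjusted p = 0.0118). It passed in 10 of 15 fits that each left out 1 library, and the highest camera adjusted p was 0.199, without APP_NOX2 replicate 1. Without WT_NOX2 replicate 2 the camera adjusted p was 0.0950, so loss of the call does not single out that library. The size of the difference moved most without it, to -0.11 over the 13 genes then tested, against -0.47 over the same genes with all libraries. In the other 14 fits the mean was between -0.74 and -0.45. The rise with inhibitor in WT passed in 8 of 10 fits, and the camera adjusted p without this library was 0.156. Its mean was then 0.04 over 13 genes, against 0.40 over the same genes with all libraries and 0.39 to 0.71 in the other 9 fits. A p as small for this set was found in 14 of 100 splits of the 10 WT libraries, the real one included. Both libraries with more counts had adhesion scores of 5.16 or less, against 6.28 in WT_NOX2 replicate 2, which goes against library size. Its endothelial marker score was number 2 of the 5, not the highest, so a larger share of endothelial RNA is not shown. The ratio of the adhesion score was 0.680 before and 0.562 after the endothelial score was subtracted, and since it was under the critical value from the start this comparison could not decide. The pattern therefore cannot be told apart from high adhesion genes in this library, which the labels do not explain, or from chance between the libraries.

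The inhibitor effect on the fibroblast markers differed between genotypes by -0.33 (camera adjusted p = 0.00626). The rotation test, which keeps the correlation between genes of a set, gave an adjusted p of 0.983, so correlation between the 5 genes remains a candidate explanation.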

How the results depend on the processing

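For the inhibitor effect in APP/PS1, in WT and over both genotypes, and for the interaction, 0 genes passed in every alternative run, with 338, 252, 396 and 158 genes at an unadjusted p under 0.05 in the model as reported. No paired analysis was possible because the replicate numbers were given in sample order and pair no libraries.

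The genotype comparisons called more genes higher than lower in APP/PS1 in each alternative, but the count of genes moved. The DESeq2 Wald test called 45 genes with control peptide, 61 with inhibitor and 182 over both peptides, and these included all 10, 34 and 110 genes called by edgeR. The split of the 182 was 156 higher and 26 lower. Limma's voomWithQualityWeights called 43 with control peptide. The filter of 10 counts in every library left 5 with control peptide, the neuron covariate 16. That filter took Lamr1-ps1, Cst7, Clec7a and Itgax out of testing, since each had fewer than 10 counts in a WT library. The 5 genes left were all among the 10. The Xist covariate gave 23 with control peptide and 14 with inhibitor, all 14 among the 34. The microglia covariate, chosen after seeing the data, left 2 with control peptide, 4 with inhibitor and 12 over both peptides, and 6 of the 12 were among the 110. The choroid plexus covariate, also chosen after seeing the data, kept 109 of the 110 genes called over both peptides. The cause of the other movements was not tested, beyond the microglia and choroid plexus shares given with the other observations.

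Over fits that each left out 1 library, the count was between 6 and 17 with control peptide, 15 and 38 with inhibitor, and 70 and 125 over both peptides. Leaving out an APP_SC library leaves 1 library in that group, so no genes were called for comparisons of that group alone. Leaving out WT_SC replicate 4 gave the highest number of gene set tests past the threshold, 53, where fits that each left out 1 library gave 24 to 53. Camera with estimated correlation left 9 gene set tests of 33, and the rotation test 7. The cause was not tested.

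The relation between the genotype effect and the inhibitor effect reversed from -0.57 to 0.17 when the APP_SC libraries were kept apart, with 0.17 for either order, and was -0.76 over the genes with p under 0.05 for genotype. In simulated counts with no effect the shared libraries alone gave -0.70.

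Named genes with effects near 0 changed sign. App in WT with inhibitor was 0.0293 with voomWithQualityWeights. Cybb for genotype with inhibitor was -0.0748 with the Xist covariate and -0.0508 with the microglia covariate. Prnp in the interaction was 0.00676 with 1 surrogate variable. Over fits that each left out 1 library, the inhibitor effect in WT ran from -0.120 to 0.0833 for App, -0.128 to 0.0188 for Prnp and -0.0915 to 0.284 for Cybb. In such fits Cybb ran from -0.0105 to 0.306 for genotype with inhibitor and from -0.199 to 0.0630 for the inhibitor over both genotypes, and Prnp from -0.208 to 0.0655 in the interaction. Other values were counted once per result and setting. For named genes, 16 became weaker, 8 stronger and 421 were rated the same over the alternatives. Over the fits that left out 1 library, 13 became weaker, 2 stronger and 496 were rated the same. For the 33 gene set results past the threshold, 58 such values became weaker and 105 were rated the same over the alternatives. Over those fits, 50 became weaker and 310 were rated the same. The cause was not tested.

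Library sizes limit genes of low level: the floor of 3 counts is 0.390 CPM in the smallest library.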

Other observations

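The tests in this part were chosen after the results were seen, except the counts over other splits of the libraries, and the separate use of the APP_SC libraries, which was planned before the data were examined.

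Other splits of the libraries were compared with the real groups. For genotype over both peptides, 4 of 100 splits, the real one included, gave as many as 110 genes. The other splits with the most genes gave 1343, 479 and 210. Of the 1343 genes, 397 were still called in that split with the choroid plexus score as a covariate and 1119 with the Xist level. The absolute correlations of the split with these were 0.291 and 0.0603. Choroid plexus RNA is therefore not excluded as a source of most of the 1343 genes, although a score that lines up with a split removes calls in any case. For genotype with inhibitor, 2 of 100 splits gave as many as 34 genes. The other was a split with 215 genes, of which 128 were still called with the choroid plexus score as a covariate and 71 with the Xist level, so sex-linked differences are not excluded there. Its absolute correlations with these were 0.305 and 0.583. With control peptide, 2 of 21 splits gave as many as 10 genes, so that count is not told apart from other splits. For the inhibitor effect, splits with as many genes at an unadjusted p under 0.05 numbered 92 of 100 in WT, 17 of 21 in APP/PS1 and 83 of 100 over both genotypes.

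Counts of gene sets past the threshold were common under other splits. As many sets were found in 32 of 100 splits for genotype with inhibitor, 19 of 100 for genotype over both peptides, 78 of 100 for the inhibitor in WT and 86 of 100 for the inhibitor over both genotypes, the real split included each time. These counts adjust over the 17 sets of a comparison. For genotype over both peptides no other split of the 100 gave a p as small for the plaque-associated microglia genes, the microglia markers or the NADPH oxidase subunits.

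The negative relation between genotype effect and inhibitor effect may come from the APP_SC libraries that both effects use: kept apart, the correlation was 0.174.

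Genes higher in APP/PS1 may follow microglia RNA in the preparation, which the microglia covariate cannot decide. With the microglia score as a covariate 12 genes were called, Lamr1-ps1, Cst7, Clec7a and Itgax among them. Prnp and App, used to check the genotype labels, were not among the 12, so calls tied to genotype itself were lost too. Genes with an unadjusted p under 0.05 numbered 2920 with the covariate, against 1197 without it. The camera adjusted p of the NADPH oxidase subunits became 0.471, while their mean log2 change was 0.23 with the covariate, against 0.31 without it. A score that follows genotype removes calls whatever the cause. More microglia, microglia with other expression, or changes outside microglia therefore cannot be told apart here. The plaque-associated microglia genes kept a mean log2 change of 0.67 with this covariate (camera adjusted p = 1.14e-06). Choroid plexus RNA is not a candidate, since 109 of the 110 genes were still called with its score as a covariate.

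The neutrophil genes passed for genotype over both peptides in 16 of 17 fits that each left out 1 library. They passed with control peptide in 5 of 5 such fits and with inhibitor in 5 of 10. The inhibitor effect in APP/PS1 passed in 5 of 5. None of the fits counted with control peptide or for the inhibitor effect in APP/PS1 left out an APP_SC library. Without Csf3r and Itgam, which microglia also express, the genotype effect had a camera adjusted p of 0.737, but leaving out the genes that carry a set weakens it in any case. The neutrophil score was 0.23 in APP_SC replicate 1 and 1.53 in APP_SC replicate 2, against -0.32 to 1.08 in APP_NOX2 and a mean of 0.34 in WT_SC. The mean score of APP_NOX2 differed from replicate 1 by -0.0850 and from replicate 2 by -1.39. The mean log2 change of the set with inhibitor in APP/PS1 was 0.53 without APP_SC replicate 2 and -1.19 without APP_SC replicate 1. The sign of this mean thus depended on which library was left out, whereas the score differences were both negative. Each fit left 1 library in APP_SC. Only 3 of the 9 genes had at least 10 counts in every library. With those genes and all libraries, the mean with inhibitor in APP/PS1 was -0.15 (camera adjusted p = 0.507). With 2 libraries in APP_SC, a fall with inhibitor cannot be told apart from a high score in replicate 2. The same holds for the rise by genotype with control peptide. The limit for the inhibitor comparison was reworded after its values were seen. Ngp was at 4.49 CPM in APP_SC replicate 2 and 4.30 CPM in APP_NOX2 replicate 1, and at 1.39 CPM or less in the other libraries.

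Lamr1-ps1 was found in APP/PS1 libraries and at 2 counts or fewer in WT. Rpsa, whose reads it could share, did not differ by genotype (edgeR adjusted p = 0.930). Rpsa was at 59.6 to 107 CPM in the WT libraries, which argues against its reads as the source of the Lamr1-ps1 counts in APP/PS1. Of the 3 tested neighbours on either side of Lamr1-ps1 and Prnp, Rassf2 had the smallest p, with a log2 change of 0.22 ± 0.06 (SE). Its edgeR adjusted p was 0.200 over all genes and 0.0139 over the 6 neighbours, and the other 5 neighbours had 0.333 or more over the 6. A strain region need not change expression, so a strain region around Prnp cannot be told apart here. Another hypothesis is that a transgene made from the Prnp locus carries the pseudogene, which these counts cannot test, so no biological explanation is given.

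Xist was between 5614 and 10174 CPM in 10 libraries and between 13.5 and 668 CPM in 7. The sum of Ddx3y, Eif2s3y, Kdm5d and Uty was between 294 and 355 CPM in those 7 libraries and at most 22.6 CPM in the 10. The 10 comprise 4 APP_NOX2, 1 APP_SC, 3 WT_NOX2 and 2 WT_SC libraries. Some libraries had both. Xist was 668 CPM in APP_NOX2 replicate 3, 593 CPM in WT_SC replicate 2, 526 CPM in WT_SC replicate 3, 123 CPM in WT_SC replicate 5, 48.0 CPM in WT_NOX2 replicate 2, 16.5 CPM in WT_NOX2 replicate 5 and 13.5 CPM in APP_SC replicate 1. The Y sum was 22.6 CPM in WT_NOX2 replicate 3, 15.3 CPM in APP_NOX2 replicate 2, 12.9 CPM in APP_SC replicate 2 and 5.57 CPM in APP_NOX2 replicate 5, and 0.715 CPM or less in the rest of the 10. Reads shared with X copies of the Y genes would give like values in these 10 libraries, but the highest was at least 58.0-fold above the lowest, taken at the floor. Index hopping at a single rate would give like Xist values in the 7 libraries, but they differed 49.4-fold. A mixed sample would give the shares of the 4 Y genes seen in the 7 libraries. In the 4 libraries of the 10 with at least 50 Y counts, 6 of the 16 shares lay in that range, and the 95% Wilson intervals of 15 overlapped it, where 0.8 are expected to miss by chance. The exception was Ddx3y in WT_NOX2 replicate 3, at 23.8% of 252 Y counts (interval 19.0 to 29.4%) against 14.2 to 18.4% in the 7 libraries. A mixed sample, or reads carried over between libraries at unequal rates, therefore remains a candidate explanation, and each library is given as deposited.

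Lcn2 was at 113 CPM in WT_SC replicate 5, 56.5 CPM in WT_SC replicate 1, 47.5 CPM in WT_SC replicate 2, 45.2 CPM in WT_NOX2 replicate 2 and 35.0 CPM in WT_NOX2 replicate 3, and at 5.21 CPM or less in the other libraries. Ttr ranged from 10.5 to 7381 CPM over the libraries, with Folr1 from 0.347 to 52.1 CPM and Kl from 12.9 to 429.6 CPM. No explanation was tested for Lcn2 or Ttr.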
